A study of Mus musculus with 4 samples. Its data were reported in "c-Myc Regulates Self-Renewal in Bronchoalveolar Stem Cells" (2011).

How the data were processed

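Gene expression was measured on 4 Affymetrix Mouse Genome 430 2.0 arrays, which read biotin-labelled RNA in a single colour and report each transcript through 1 or more probe sets. The cells were bronchoalveolar stem cells (BASCs), a population sorted from lungs of ICR mice as CD31-negative, CD45-negative, CD34-positive and Sca-1-positive and plated on irradiated mouse embryonic fibroblasts. For later passages the methods of the study name such feeder cells and its results name collagen-coated dishes. According to the labels, 2 arrays were control cells and 2 were c-Myc depleted cells, made with lentiviral short hairpin RNA against c-Myc followed by puromycin selection. The paper calls the controls of the arrays wild type. Whether they received a control virus or selection is not stated for the arrays, so infection and selection cannot be separated from depletion. The labels number the arrays 1 and 2 within each group. They do not say whether arrays of a group came from separate cultures, from separate infections or from 1 RNA, nor which hairpin was used, so the p-values measure only the spread between these arrays, which may be technical.

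The deposited values are on a log2 scale. The authors read the scanner files in Partek Genomics Suite 6.4. Their methods name Robust Multichip Average normalization and conversion to log2, whereas the submitters' processing notes to the database name Partek 6.4 and GCRMA, a related procedure that also corrects for probe sequence. Which of these made the deposited values was not settled here, and it matters most for low values. The values ran from 2.89 to 14.6, the array medians lay between 5.48 and 5.49, and no values were piled up at a floor. Fold differences are powers of 2 of differences between these log2 values, which background light compresses for dim probe sets.

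The table held 45,101 probe sets. The 64 control probe sets were left out of all comparisons, which left 45,037. Probe sets with a mean over all 4 arrays under the 40th percentile (log2 5.08) were left out of the tests, because the study removed probe sets near background by a rule that is not given in the sources used here. This left 27,022 probe sets. Gene names came from the platform annotation supplied with the series, in which 34,945 probe sets had 1 gene symbol, 932 had several and 9,160 had none. Probe sets with several symbols or none were tested but not named. Of those with 1 symbol, 34,741 matched a RefSeq gene of mouse assembly GRCm38.p6 by Entrez identifier, and 0 symbols needed an update. No genomic coordinates are given, since the files name no genome build. Each gene was represented by the tested probe set with the highest mean over the 4 arrays that named that gene alone, which gave 12,589 genes. Where another tested probe set of a gene named for its difference had the opposite sign or lay more than 0.5 from it, its value is stated. Levels were compared between arrays within a probe set. The exception is the counts of genes over a common threshold, which set levels of different probe sets side by side.

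Differences between Myc-depleted and control cells were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the values as deposited. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets tested. The arrays leave 2 residual degrees of freedom, to which moderation added a prior of 2.02. The number of arrays limits the precision. The methods name an ANOVA without its factors or any adjustment, and the results of the study give the thresholds, a fold above 2 and a p under 0.05. It was run on the same values as an alternative, with the group as its factor and an unadjusted p, and is called the methods' ANOVA. Before the data were examined, but after the paper had been read, 32 gene lists with 858 genes were fixed, of which 795 genes had a probe set of their own; the other 63 are not analysed here. Lists with at least 5 tested genes, 27 in all, were tested with camera at a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. Camera with a correlation estimated from the data and fry were run beside it. The study's own gene table rests on these arrays, so lists written after reading it are not fully independent of them.

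The genes named in the text were chosen by a rule fixed at the same time. Myc comes first, with every probe set. Next come the 12 genes with the largest rise and the 12 with the largest fall among called genes with non-overlapping groups. Where fewer are called, the places go to genes over 2-fold different in that direction in order of unadjusted limma p, given as values and not as changes. Each list contributes up to 4 members with the smallest p and any others needed to describe it. The genes that the study followed or used as markers are also given. Alternatives covered the filter, the scaling, a floor, the variance model, the test, the thresholds, the probe set per gene, the replicate number as a block and each array left out in turn. Others were added after the data had been seen, among them a covariate built from the poly-A spike-ins. These are bacterial transcripts that are added to the RNA before labelling and read by probe sets at their 3′ and 5′ ends.

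The tests were checked on 20 simulated data sets of 27,022 probe sets, with independent noise drawn from the fitted variances and 200 probe sets shifted in each. At the adjusted threshold, 0% of the probe sets shifted 2-fold, 51.2% of those shifted 4-fold, 76.8% of those shifted 8-fold and 89.0% of those shifted 16-fold were recovered. At the study's thresholds, applied to limma, 48.0% of the 2-fold and 97.3% of the 4-fold shifts were recovered. False calls made up 4.95% of adjusted calls. A Mitosis list shifted by -0.5 among 12,589 genes was called in 20 of 20 runs, in a simulation without correlation between genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.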

Results

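Messenger RNA levels were compared between control BASCs and BASCs depleted of c-Myc by lentiviral short hairpin RNA, to ask which genes differ between them. There were 2 arrays per group, and all values are log2 expression values of single probe sets. Differences are given as Myc-depleted minus control. The median difference over the 12,589 genes tested was 0.02.

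Myc, the depleted transcription factor, was read by 1 probe set and was lower on both arrays labelled Myc-depleted than on both control arrays. Its level was 9.45 ± 0.34 (mean and SD of 2 arrays) in control cells and 8.43 ± 0.11 in Myc-depleted cells. The difference was -1.02, which left 49.2% of the control level, with an adjusted p of 0.36 in limma (unadjusted p = 0.0076), and so did not pass the threshold.

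No gene passed the adjusted threshold in limma, although large differences between the groups were present. Of 27,022 probe sets, 0 were called (smallest adjusted p = 0.110). An unadjusted p under 0.05 was reached by 2,726, where 1,351 are expected by chance. Of the 2,726, 1,522 were higher and 1,204 lower in Myc-depleted cells. Setting control 2 and Myc-depleted 1 against the other arrays, a split that follows no label, gave 4,173. The excess over chance thus does not by itself mark a group effect. The methods' ANOVA also called 0 after adjustment, with a smallest adjusted p of 0.204. With a fold above 2 as well as an unadjusted p under 0.05, limma gave 316 probe sets that name 237 genes, 176 probe sets higher and 140 lower. That count was 830 without Myc-depleted replicate 2, with 342 higher and 488 lower, and 566 without Myc-depleted replicate 1, with 183 higher and 383 lower, so the balance of directions turned. The methods' ANOVA gave 207 at these thresholds, 119 higher and 88 lower. The groups did not overlap for 11,095 probe sets, or 41.1%, where chance gives 33.3%. When each gene was instead represented by the mean of all its tested probe sets, limma called 22 genes, 11 higher and 11 lower, and 20 of these are among the 24 named below. When the 3′ minus 5′ difference of the poly-A spike-ins, a covariate chosen after seeing the data, was added to the fit, 3,224 probe sets were called with 1 residual degree of freedom.

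The 12 genes with the smallest p among those over 2-fold higher in Myc-depleted cells included a receptor, a transporter and a coagulation inhibitor. Genes with a larger difference and a larger p are not among them. Since none of the genes passed the adjusted threshold with its own probe set, they are given as values, and the adjusted p in limma of these 24 genes lay between 0.110 and 0.259. Slco2a1, a prostaglandin transporter, differed by 3.93 (SE 0.21), a 15.2-fold excess, from 6.48 and 6.39 on the control arrays to 10.6 and 10.1 on the Myc-depleted arrays. Its 4 tested probe sets ranged from 1.02 to 3.93. Tfpi, the inhibitor of the tissue factor pathway of coagulation, differed by 3.55 (SE 0.19), and its 4 probe sets ranged from 3.10 to 3.55. Ednrb, an endothelin receptor, differed by 3.26 (SE 0.13). The secreted selenium carrier Selenop differed by 2.05, the matricellular protein gene Smoc1 by 1.97, the glycine-cleaving enzyme Gldc by 1.69 and the atypical chemokine receptor Ackr3 by 1.67. The other genes of this group were B230311B06Rik (2.02), Pogk (2.09), Scara5 (1.86), Epb41l4b (1.64) and Mterf2 (a 2.82-fold excess). The second probe set of Scara5 differed by 0.14, and that of Pogk by 0.81.

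The 12 lower genes, taken by the same rule, included Eva1b, which differed by -3.69 (SE 0.12), from 8.72 and 8.66 on the control arrays to 5.07 and 4.92 on the Myc-depleted arrays. Adcy7, an adenylate cyclase, differed by -2.52 (SE 0.20), Fxyd5, a regulator of the sodium pump, by -2.44 (SE 0.15), and Smoc2, a paralog of Smoc1, by -2.22 (SE 0.12). Smoc1 and Smoc2 thus stood on opposite sides. Prelid2 differed by -1.79, the homeobox gene Rhox5 by -1.79, Lmo7 by -1.73, the organic anion transporter Slco4a1 by -1.60, the transcription factor Klf12 by -1.60, the cytochrome P450 gene Cyp2j6 by -1.54, the potassium channel Kcnk2 by -1.49 and the transcription factor Foxp2 by -1.33. A second probe set of Foxp2 differed by 0.19, that of Slco4a1 by -0.51 and that of Adcy7 by -1.84. One group mean lay under the low-value threshold for 9 of the 24 genes, that of control cells for Ednrb, B230311B06Rik, Scara5 and Epb41l4b and that of Myc-depleted cells for Eva1b, Smoc2, Klf12, Cyp2j6 and Lmo7. Their differences were thus measured against background and are at best lower bounds. The 24 genes kept their sign under each alternative in which they were tested, which for the stricter filter means 13 of them.

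**Figure D1:**
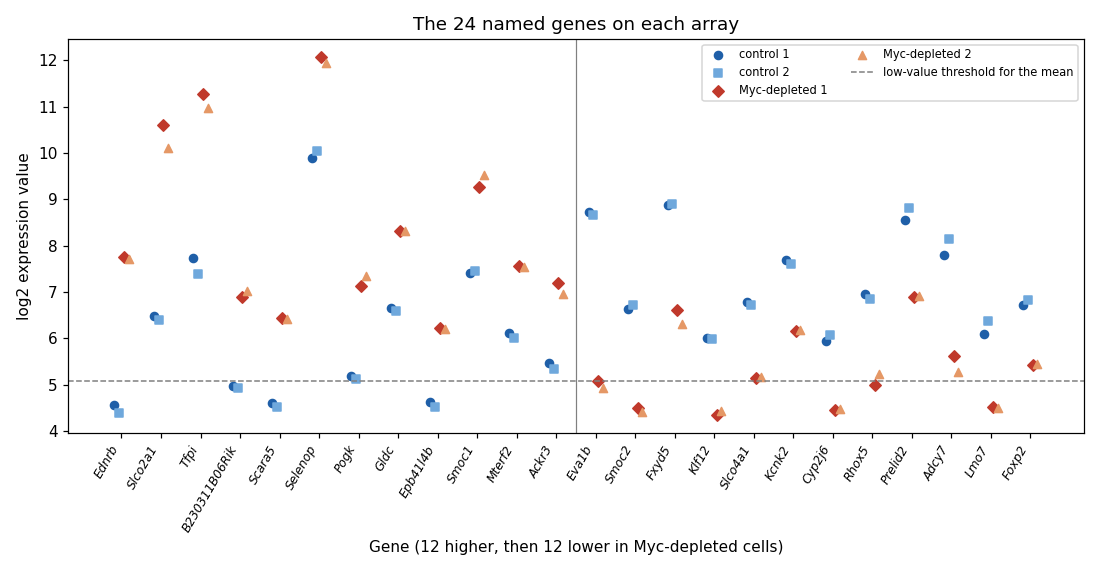
Log2 expression value of the 24 named genes on each of the 4 arrays, 12 higher and then 12 lower in Myc-depleted cells, with the low-value threshold for the mean over arrays (log2 5.08) as a dashed line. For each gene both Myc-depleted arrays lie on the same side of both control arrays, as with Eva1b at 8.72 and 8.66 against 5.07 and 4.92.

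Genes of cell division were lower in Myc-depleted cells as groups. Of 53 genes of Mitosis (G2 and M phase regulators, kinetochore, spindle and condensin genes), 53 had a negative difference and 40 were lower in all 4 single comparisons of a Myc-depleted with a control array; the median was -0.52 (quartiles -0.64 and -0.41). Of 47 genes of DNA replication, 46 were negative and 33 were lower in all 4 comparisons, with a median of -0.46 (quartiles -0.63 and -0.30). The medians of the single comparisons ran from -0.79 to -0.14 for Mitosis and from -0.73 to -0.20 for DNA replication, and were nearest 0 between Myc-depleted 2 and control 2. Both lists fell in camera (adjusted p = 3.94e-17 and 5.35e-16). For each of them the adjusted p was 0.415 with an estimated correlation, and of the 27 lists 0 passed with it or in fry. Failing with an estimated correlation does not by itself show that correlation between genes removed the signal. For Ribosome biogenesis that correlation was 0.0109, near the preset 0.01, yet the adjusted p was 0.374. Examples with values are the mitotic checkpoint kinase Bub1 (-0.92), the condensin subunit Smc2 (-0.96), the spindle midzone kinesin Kif23 (-0.80) and Top2a (-0.68), and for replication Pola1, a subunit of the priming polymerase (-0.85), the checkpoint kinase Chek1 (-0.83), Uhrf1 (-0.81) and the cyclin Ccne2 (-0.70). Adjusted over all genes 0 members of either list passed, and adjusted over the list alone 2 passed in DNA replication (Uhrf1 and Pola1) and 0 in Mitosis. The same 2 lists were also lower on control 2 and Myc-depleted 1 than on the other 2 arrays, with medians of -0.34 for Mitosis and -0.27 for DNA replication (camera adjusted p = 6.27e-07 and 6.84e-05).

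Ribosome biogenesis, the nucleolar steps that make ribosomes, was lower as well. Ribosome biogenesis fell in camera (adjusted p = 2.73e-13, and adjusted p = 0.374 with an estimated correlation), with 44 of 49 genes negative and a median of -0.35. Its members included the pseudouridine synthase Dkc1 (-0.74), the box C/D protein Nop58 (-0.57), Nolc1 (-0.53, with another probe set at -0.02) and Ebna1bp2 (-0.44). Translation factors (27 of 30 genes negative, median -0.31) and Nucleotide synthesis (17 of 20, median -0.33) fell with adjusted p = 2.06e-06 and 5.22e-06. Both had an adjusted p of 0.415 with an estimated correlation. Medians of the single comparisons ran from -0.31 to -0.14 for Translation factors and from -0.52 to -0.11 for Nucleotide synthesis. In the former the lowest p values belonged to the aminoacyl-tRNA synthetases Cars (-0.70, with another probe set at -0.20), Gars (-0.44), Kars (-0.31) and Iars (-0.44), and in the latter to the purine enzymes Ppat (-0.63), Gart (-0.51), Gmps (-0.49, with another probe set at 0.23) and Adsl (-0.56). Ribosomal proteins had a median of 0.01 (quartiles -0.02 and 0.04) over 29 genes and a camera adjusted p of 0.991, with Rps15 at 0.20, Rpl37 at 0.18, Rps2 at -0.14 and Rpl14 at -0.11. Their median control level of 13.9 lay near the array maximum of 14.6, and whether the signal saturates there was not tested, so no absence of change is read from the list. Adjusted over the list alone 0 genes passed in each of these 4 lists, as did 0 adjusted over all genes.

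Lists of metabolism were lower as well. Serine and amino acid stress response, which holds serine and one-carbon enzymes and Atf4 targets, fell (27 of 30 genes negative, median -0.38, camera adjusted p = 1.05e-07, adjusted p = 0.415 with an estimated correlation). Its medians in the single comparisons ran from -0.53 to -0.18. It held the glutathione-degrading enzyme Chac1 (-1.41), the serine synthesis enzymes Phgdh (-0.96) and Psat1 (-0.76) and the mitochondrial folate enzyme Mthfd2 (-1.13). Glycolysis fell with 15 of 19 genes negative and a median of -0.17 (adjusted p = 0.00103, and adjusted p = 0.415 with an estimated correlation). Its members included the enolase Eno3 (-0.97), the lactate exporter Slc16a3 (-1.06) and the glucose transporter Slc2a1 (-0.42), whereas the lactate dehydrogenase subunit Ldhb differed by 0.65. Adjusted over the list alone 2 genes passed in the serine list and 1 in Glycolysis, against 0 over all genes. Mitochondrial import and chaperones (17 of 23 negative, median -0.17) and Cholesterol synthesis (17 of 22, median -0.15) fell with camera adjusted p = 0.00925 and 0.0280, and had adjusted p = 0.482 and 0.592 with an estimated correlation. Their smallest p values belonged to Timm8a1 (-0.75), Timm50 (-0.45), Polrmt (0.54) and Hspd1 (-0.43), and to Idi1 (-0.54), Srebf2 (-0.45), Stard4 (-0.31) and Sqle (-0.33), and 0 passed adjusted over either list alone. The first of these lists lost its call without Myc-depleted replicate 1 (adjusted p = 0.244) or control replicate 1 (adjusted p = 0.0505). The cholesterol list lost its call without Myc-depleted replicate 1 (adjusted p = 0.323) or control replicate 2 (adjusted p = 0.991), and its medians were 0.11 between the 2 arrays with low and -0.40 between the 2 with high spike-in values.

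Mapk feedback and immediate early genes, targets of Erk signalling, fell (24 of 28 genes negative, median -0.37, camera adjusted p = 9.75e-07, adjusted p = 0.374 with an estimated correlation). Ptgs2, the inducible cyclooxygenase, differed by -1.34 (another probe set by -2.11), the Mapk phosphatases Dusp4 and Dusp5 by -1.29 and -1.15, and the Egfr ligand Hbegf by -1.27, and these 4 passed adjusted over the list alone. Cell migration fell with 24 of 36 genes negative and a median of -0.16 (adjusted p = 0.0140, and adjusted p = 0.415 with an estimated correlation), but 16 of its genes passed adjusted over the list alone in both directions. Cdc42ep3 differed by -1.87 and the guidance ligand Slit3 by -1.31, while Ackr3 differed by 1.67 and the semaphorin Sema3c by 1.46. This list lost its call with no filter (median -0.03, adjusted p = 0.0686) and with the stricter filter (median -0.13, adjusted p = 0.0936). Contractile and Srf or Yap targets fell (18 of 26 negative, median -0.13, adjusted p = 0.0416, adjusted p = 0.415 with an estimated correlation), with Ccn2 at -0.58, Tagln at -0.99, Fhl1 at -1.33 and Cnn2 at 0.31. Its call was lost with the stricter filter (adjusted p = 0.0696), without control replicate 1 (adjusted p = 0.0580) and without Myc-depleted replicate 1 (adjusted p = 0.400). For the Mapk, migration and contractile lists alike, 0 genes passed adjusted over all genes.

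The lists that were higher held growth arrest, lipid and defence genes. Cell cycle inhibitors and growth arrest rose with 21 of 30 genes positive and a median of 0.23 (camera adjusted p = 0.0117, and adjusted p = 0.415 with an estimated correlation). Pdgfra, counted there as a growth arrest specific gene, differed by 1.23, the Pi3-kinase inhibitor Pik3ip1 by 0.90, the transcription factor Cebpa by 1.31 and Gas2 by -0.78. Adipocyte and lipid storage rose with 14 of 19 genes positive and a median of 0.38 (adjusted p = 0.00729, and adjusted p = 0.415 with an estimated correlation). Lipoprotein lipase (Lpl) differed by 1.71, the seipin gene Bscl2 by 1.35 and the lipid droplet protein Plin4 by 1.28, whereas the fatty acid binding protein Fabp5 differed by -1.17. Complement and acute phase rose (10 of 14 positive, median 0.20, adjusted p = 0.0406, adjusted p = 0.415 with an estimated correlation), with the protease C1s1 at 1.49, C2 at 0.66 and Lbp at 1.09 (another probe set at 0.41), and the C1 inhibitor gene Serping1 at -1.84. Interferon response rose (20 of 24 positive, median 0.19, adjusted p = 0.0117, adjusted p = 0.415 with an estimated correlation), with the peptide transporters Tap1 at 0.70 and Tap2 at 1.07, Ifit3 at 0.88 and Stat2 at 0.46. Adjusted over the list alone 1, 8, 5 and 0 genes passed in these 4 lists, in the order given, against 0 adjusted over all genes. The complement and interferon lists lost their calls without control replicate 2, where their medians were 0.08 and 0.07. The interferon list also lost its call with the stricter filter (median 0.11, adjusted p = 0.180). Between Myc-depleted 1 and control 1 the complement median was -0.05, with 8 of 14 genes lower, against 0.22 to 0.41 in the other single comparisons.

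Of the lists that were not called, Extracellular matrix held large differences in both directions. Its 45 genes had a median of 0.07 and a mean of 0.21 (camera adjusted p = 0.245), with 7 passing adjusted over the list alone. Smoc1 differed by 1.97 and the small proteoglycan Prelp by 2.18 (another probe set by 1.05), while the protease Htra1 differed by -1.28, laminin Lama2 by -1.36 and tenascin Tnc by -1.16. This list was called higher without control replicate 2 (adjusted p = 0.0276) or Myc-depleted replicate 2 (adjusted p = 0.00521), and it was higher on control 2 and Myc-depleted 1 than on the other 2 arrays (median 0.24, adjusted p = 0.00134). Fibroblast and mesenchymal markers had a median of 0.05 over 25 genes (adjusted p = 0.649), with Thy1 at -1.26, Pdgfra at 1.23, Dcn at 0.67 and Cspg4 at -0.76, and these 4 passed adjusted over the list alone. The Myc network, made of Myc, its paralogs and its partners, had 7 of 13 genes positive and a median of 0.01 (adjusted p = 0.991).

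**Figure D2:**
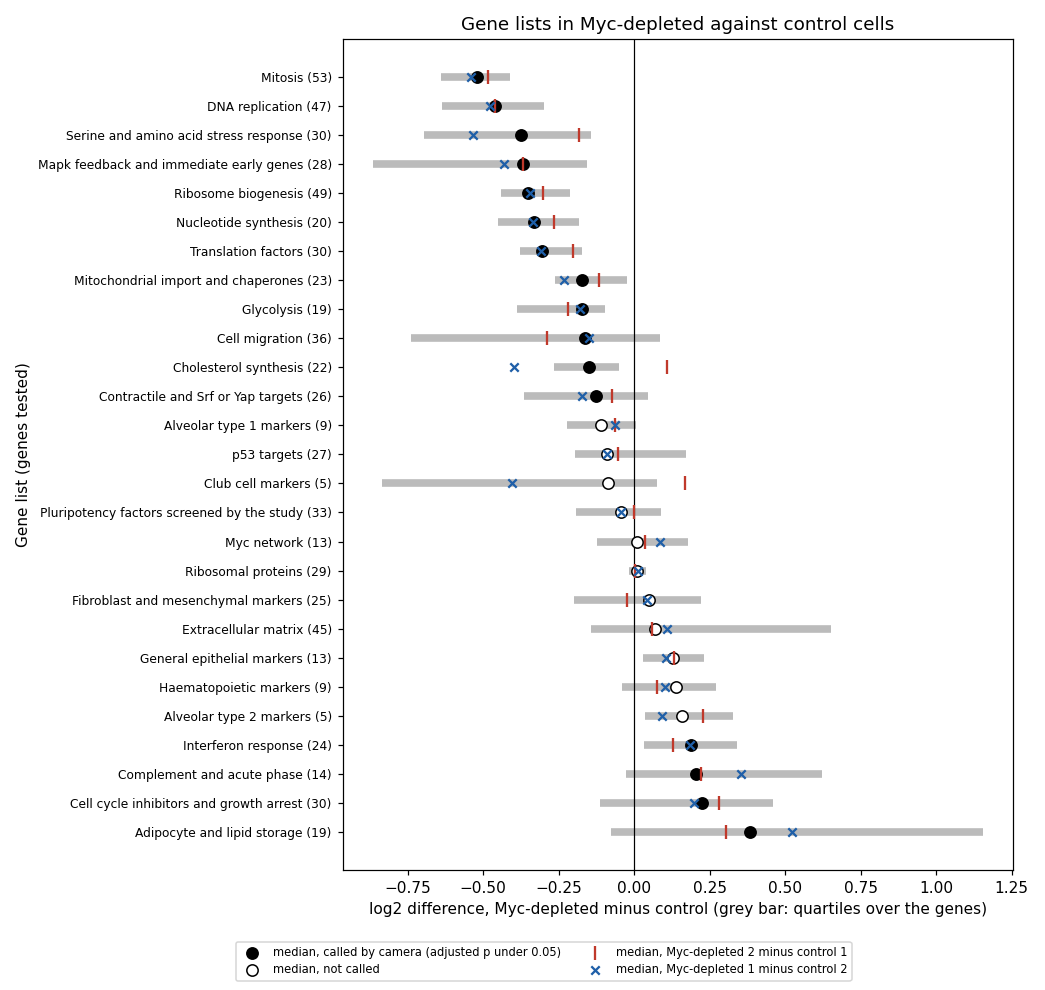
Median log2 difference of each gene list (points, filled where camera called the list) with the quartiles over its genes (grey bars), and the medians between the 2 arrays with low and between the 2 with high spike-in values (red and blue marks), a pairing chosen after seeing the data. Mitosis and DNA replication lie lowest at -0.52 and -0.46, Adipocyte and lipid storage highest at 0.38, and the 2 marks of Cholesterol synthesis lie on opposite sides of 0.

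Lung epithelial lists did not pass the test in camera. Alveolar type 2 markers (5 of 13 genes tested, median 0.16, adjusted p = 0.455), Club cell markers (5 of 10 genes, median -0.09, adjusted p = 0.139), Alveolar type 1 markers (9 of 12 genes, median -0.11, adjusted p = 0.162) and General epithelial markers (13 of 27 genes, median 0.13, adjusted p = 0.0986) were not called. The club cell list was called lower without Myc-depleted replicate 2 (adjusted p = 0.00910) and the general epithelial list higher without control replicate 1 (adjusted p = 0.0488). Of the markers used by the study, the surfactant protein gene Sftpc (2 probe sets) and the club cell secretory protein gene Scgb1a1 stayed under the low-value threshold, with Sftpc at 4.37 ± 0.03 (mean and SD of 2 arrays) in control and 4.74 ± 0.02 in Myc-depleted cells for the brighter probe set and Scgb1a1 at 4.36 ± 0.01 and 4.54 ± 0.19. The type 1 cell water channel Aqp5 lay just over the threshold and differed by -0.11 (limma adjusted p = 0.838). The sort markers Cd34 (3.91 ± 0.08 and 3.71 ± 0.07), Pecam1 (CD31) and Ptprc (CD45) stayed under the threshold on average, and Ly6a (Sca-1) is not analysed here. A low value of a probe set does not show that its transcript was missing. Endothelial markers had 4 of 18 genes over the threshold and Ciliated cell markers 2 of 10, too few to test. Haematopoietic markers had a median of 0.14 over 9 genes (adjusted p = 0.244).

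The genes that the study followed by PCR, Tnc, Ipo7, Plk4 and Usp1, were chosen by the study on these arrays, so their direction here is not independent evidence. Tnc, an extracellular matrix glycoprotein, differed by -1.16 (limma adjusted p = 0.292), the nuclear import receptor Ipo7 by -0.95 (adjusted p = 0.329), the centriole duplication kinase Plk4 by -0.64 (adjusted p = 0.363) and the deubiquitinase Usp1 by -0.53 (adjusted p = 0.406). Adjusted over the list alone 4 of the 4 passed, which the same choice favours, so this is not independent evidence either. At the study's thresholds, applied to limma, only Tnc passed (2.23-fold lower, unadjusted p = 0.0020). Ipo7 was 1.93-fold lower. The only probe sets of Plk4 and Usp1 over 2-fold had unadjusted limma p of 0.080 and 0.10. Every tested probe set of these genes was lower in Myc-depleted cells, from -1.24 and -1.16 for Tnc, -0.95 and -0.83 for Ipo7, -1.05 to -0.64 for the 3 of Plk4 and -1.01 to -0.53 for the 3 of Usp1. A further probe set of Ipo7 under the low-value threshold differed by -0.15.

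The arrays also differed in ways that the groups do not describe. The first principal component took 60.8% of the variance and set control 2 and Myc-depleted 1 apart from control 1 and Myc-depleted 2, and the second took 33.0% and set the groups apart. The mean 3′ minus 5′ difference of 8 poly-A spike-in probe set pairs was 1.89 on control 1, 3.12 on control 2, 3.64 on Myc-depleted 1 and 1.78 on Myc-depleted 2. The same difference of 8 pairs of hybridization controls, which are added after labelling, lay between 0.43 and 0.45. Between the 2 arrays with low spike-in values, Myc differed by -0.71, Mitosis by a median of -0.48, DNA replication by -0.46 and Ribosome biogenesis by -0.30. Between the 2 with high values the figures were -1.33, -0.54, -0.48 and -0.34. This pairing was chosen after seeing the data, and these single comparisons carry no test.

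**Figure D3:**
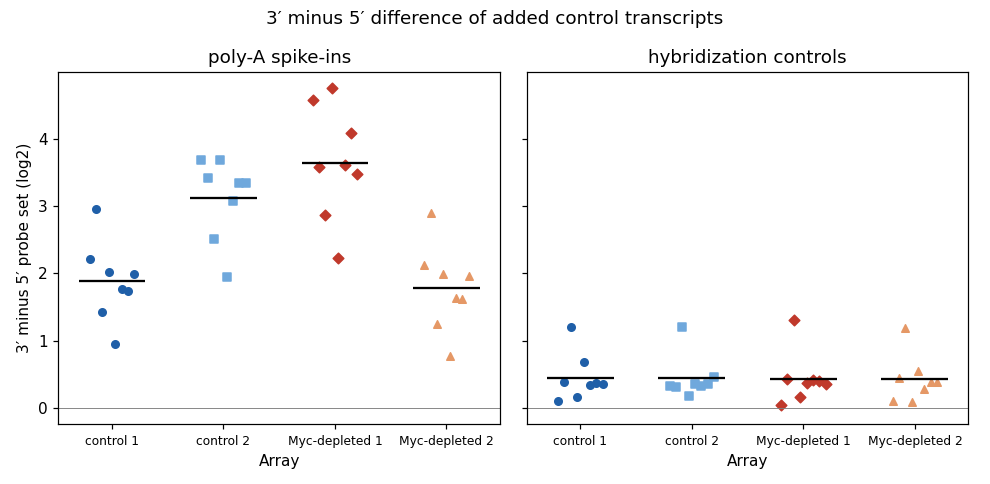
Log2 difference between the 3′ and 5′ probe sets of 8 poly-A spike-in pairs and 8 hybridization control pairs (points) on each array, with their means (lines). The poly-A means are 3.12 and 3.64 on control 2 and Myc-depleted 1 and 1.89 and 1.78 on the other arrays, while the hybridization control means lie between 0.43 and 0.45.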

Values the study reported

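The study reported log2 values of 45,037 probe sets after normalization. At a fold change above 2 and an ANOVA p-value below 0.05, it reported 316 regulated probes that represent 250 genes. Of these genes, 131 were reported as increased and 119 as decreased in c-Myc knockdown cells.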

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

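The tests in this part were chosen after the result was seen. Control probe sets, which are left out of the comparison of the groups on the values as deposited, gave higher values on Myc-depleted replicate 1 than on either control array. The 3′ minus 5′ difference was 3.64 for the poly-A spike-ins (highest control array 3.12), 1.95 for Actb (1.36) and 0.87 for Gapdh (0.31), and the 18S ribosomal RNA probe sets read 10.2 (9.85).

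These values belong to a wider pattern in which control 2 and Myc-depleted 1 stood apart from the other 2 arrays. The poly-A spike-ins, which enter before labelling and do not come from the cells, had a 3′ minus 5′ difference 1.55 higher on these 2 arrays, more than the 0.52 by which arrays within a pair differed at most. Shortened targets from the labelling reaction stay open as a candidate explanation, since this difference prompted it and so does not test it. Exchanged labels are argued against, since Myc differed by 0.16 between the pairs and by up to 1.33 inside them. Hybridization, washing or scanning is argued against as the source of this 3′ minus 5′ difference, since that of the hybridization controls lay between 0.43 and 0.45 on every array. For the rest of the pattern it stays open. The mean level of the hybridization controls was 0.20 higher on these 2 arrays and differed by up to 0.30 inside a pair. A difference between the cultures stays open as untested, since the labels give no group that follows this split and no biological explanation was tested. Of the 3 ways to split 4 arrays into pairs, too few for a share under 0.05, the labelled one gave 316 probe sets over 2-fold at an unadjusted p under 0.05 and the highest other 1,065, which points to a structure of the samples.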

How the results depend on the processing

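The spike-in covariate and the crossed pairing, and the recounts of the 316 probe sets under other settings, were chosen after seeing the data. The Myc difference stayed negative under every alternative, between -0.71 and -1.26, and passed the adjusted threshold only with the spike-in covariate (-1.04, adjusted p = 0.0162; range over its alternatives 0.0162 to 1). The count of 0 probe sets and 0 genes held under all filters, scalings, the floor, both variance models, the adjusted ANOVA and each array left out. Counting a gene only by its representative probe set, it moved to 207 probe sets and 135 genes with the methods' ANOVA at the study's thresholds, to 316 and 203 with limma at those thresholds, and to 3,224 and 1,499 with the spike-in covariate, where 24 of the 24 named genes passed. That last fit spends 1 of the 2 residual degrees of freedom, so the spread rests on a single contrast of the arrays. With the mean of all probe sets per gene, 22 genes passed, 20 of them named ones. Averaging did not make the calls of Eva1b and Ednrb, which have 1 tested probe set each and kept their differences. Their unadjusted limma p fell from 6.9e-06 to 9.2e-07 and from 1.3e-05 to 1.9e-06. That fit held 12,589 genes instead of 27,022 probe sets, and what this changed was not tested separately. The methods' ANOVA at the study's thresholds passed 24 of the named genes. Leaving out 1 array leaves a group with a lone array, which is assumed to vary like the other group. The 316 probe sets then became 290 to 830, and 207 with the methods' ANOVA.

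Arrays with the same replicate number deviated in opposite directions (correlation -0.77 across probe sets), so the numbers share only a name. The replicate block left 0 probe sets called and 306 at the study's thresholds, with 16 lists called. A crossed pairing of control 1 with Myc-depleted 2 and control 2 with Myc-depleted 1 called 21 probe sets, 12 genes, 11 named genes and 16 lists.

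The 16 called lists became 13 to 16 under the filters, scalings, floor and probe set rules and 13 to 18 with an array left out. Of the 16, 13 held under all the former and 11 under all the latter. The count was 0 with an estimated correlation and 0 with fry (smallest adjusted p = 0.374 and 0.137). Fry's mixed test, which asks for change in either direction, passed 19. Leaving out both arrays with high spike-in values leaves 1 array per group and no test. Values near the low-value threshold are limited by background signal.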

Other observations

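Of the tests in this part, the shares of genes over the stricter threshold and the tests of feeder cells, of shortened targets in the lower lists and of growth state were chosen only after the result was seen. The stricter low-value threshold (log2 6.16) was passed by 21 of 30 Fibroblast and mesenchymal markers, or 70.0%. It was passed by 12 of 72 epithelial genes from the alveolar, club, ciliated and general epithelial lists, or 16.7%. These shares differed (Fisher's exact test, two-sided, p = 3.69e-07), but genes are not independent replicates. The shares also compare levels of different probe sets, which need not read equal transcript levels equally, so they do not show which transcripts were scarce. Against the 52.6% of all genes, the share was lower for General epithelial markers and Ciliated cell markers (Fisher's exact test, adjusted p = 4.91e-06 and 0.00101). It did not pass the test for Alveolar type 1 markers, with 5 of 12 genes (adjusted p = 0.585), Alveolar type 2 markers (0.0776), Club cell markers (0.0833) or the mesenchymal list (0.0891). General epithelial markers alone had 2 of 27 genes over it, Epcam (control 7.01 ± 0.16) and Krt19 (6.41 ± 0.47), named after their values were seen. Xist, the transcript of the inactive X chromosome, was read at 11.1 in control cells by its brightest probe set, and Eif2s3y, Kdm5d and Uty, which are Y-linked, stayed under 4.65 on every array.

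Lists for 2 further programmes gave no call. p53 targets had 12 of 27 genes positive (median -0.09, camera adjusted p = 0.455), with Sesn1 at 0.77, Plk2 at -0.91, Pmaip1 at -0.97 and Dcxr at 0.50. Pluripotency factors screened by the study had 14 of 33 genes positive (median -0.04, adjusted p = 0.217), with Rai14 at -0.43, Mybbp1a at -0.36 and Smarcc1 at -0.34 after Myc itself; another probe set of Rai14 differed by -1.06, and another of Smarcc1 had the opposite sign.

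Few epithelial markers over the stricter threshold is a pattern that feeder fibroblasts left in the cultures could give. Against this stands protein evidence of the paper, which by immunostaining detected the products of Sftpc and Scgb1a1 in most colonies of passaged cells. The paper also describes mRNA of these markers and of Aquaporin as unchanged on its arrays. Over the low-value threshold lay 5 of 13 Alveolar type 2, 5 of 10 Club cell and 9 of 12 Alveolar type 1 markers. So did 13 of 27 General epithelial and 2 of 10 Ciliated cell markers, against 69.2% of all genes. Abundant fibroblast transcripts were bright in control cells, with Vim at 14.5, Col1a2 at 14.5 and Acta2 at 14.3. Irradiated feeder cells as the only cells are argued against. The stricter threshold was passed by 53 of 53 Mitosis genes, against 52.6% of all genes (Fisher's exact test, adjusted p = 6.06e-14). These shares compare different probe sets, and no array of cells that do not divide was at hand for comparison. A share of feeder cells stays open. Y-linked probe sets were over the low-value threshold in 0 values, but the sex of the feeder embryos is not given in the sources used here. These sources also differ on whether later passages had feeder cells. Shortened targets hiding epithelial transcripts are argued against as far as they differ between arrays, since the arrays with low spike-in values had 1.5 more epithelial genes over the stricter threshold out of 72, under the bound of 5 set beforehand by more than the 1 gene by which arrays within a pair differed, whereas shortening common to all 4 arrays was not tested. Apart from feeder cells, no biological explanation was tested.

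The 12 lists called lower held 381 genes with a median of -0.33. All 12 lists stayed called with the spike-in covariate. Each group held 1 array with low and 1 with high spike-in values, so this covariate could hardly move a group difference. Staying called thus decides nothing here. Of the 12 lists, 10 had medians of -0.11 or lower between the 2 arrays with low spike-in values. Shortened targets in some arrays are argued against for these, except for Mitochondrial import and chaperones. Its median between those arrays was only -0.11, and without Myc-depleted replicate 1 it was -0.098, so shortened targets stay open for it. Serine and amino acid stress response had a median of -0.18 between those arrays and -0.53 between the 2 with high values. A contribution of shortened targets to its size thus stays open. They also stay open for the other 2 lists, Cholesterol synthesis and the contractile list. These had medians of 0.11 and -0.07 between the arrays with low values. A growth state that varied between cultures stays open, since Mitosis differed inside both groups. Its median was -0.33 in control (replicate 2 minus 1) and -0.34 in Myc-depleted cells (replicate 1 minus 2). With an estimated correlation camera called 0 of the 12, which cannot decide this. Ribosome biogenesis had an estimated correlation of 0.0109, near the preset 0.01, yet its camera adjusted p went from 2.73e-13 to 0.374. The size of the correlation thus does not account for that rise. Inside the groups, in the same order, DNA replication (-0.24 and -0.27) and Nucleotide synthesis (-0.15 and -0.15) went with Mitosis. Ribosome biogenesis (0.003 and -0.06), Translation factors (0.16 and 0.003) and the Mapk list (0.05 and 0.06) did not. Between the groups the medians of these lists were -0.35, -0.31 and -0.37. Inside the control group Serine and amino acid stress response and Cholesterol synthesis differed by 0.33 and 0.38, the other way. The medians of -0.04 and -0.09 inside the groups over all 381 genes thus mix unlike lists and decide nothing. Depletion of c-Myc, the difference that the labels name, stays open as a hypothesis. Infection and puromycin selection, which the controls may have lacked, cannot be told apart from it.

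At the study's thresholds the methods' ANOVA gave 207 probe sets here that name 157 genes, 69 of them lower, and 216 probe sets and 162 genes with no low-value filter. These counts are lower than the values quoted from the study above. Limma at the same fold and unadjusted p gave 316 probe sets that name 237 genes, the same number of probe sets as quoted there, which does not show what test the study ran.

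Control replicate 1 alone was high for D13Ertd608e (8.57, against 4.57 to 4.86 on the other arrays), AF067061 (8.56, against 4.94 to 5.05) and Usp17la (8.09, against 4.34 to 4.66), the 3 genes with the widest such gap, chosen after their values were seen.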
